A study of Mus musculus with 16 samples.

How the data were processed

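RNA sequencing was done on cultured mouse male germline stem cells in 12 libraries, and the labels put each library in a group of its own, so every RNA group had n = 1. Per the labels' protocols, germ cells carrying an Oct4-GFP reporter and lacking KIT were sorted from early postnatal mice and grown in serum-free medium with GDNF, bFGF and EGF, either on mouse embryonic fibroblast (MEF) feeders or on Matrigel, a basement membrane extract. RNA was converted to libraries by a modified Smart-seq2 procedure, which amplifies full-length cDNA from small inputs, per the labels' protocols. The labels also list 4 ATAC-seq libraries, 2 for each of 2 Matrigel densities; these were not analysed here.

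The authors deposited one table per library with 27128 genes named by older symbols and RefSeq transcripts, and per the file headers each table held an expected count, a TPM and an FPKM for each gene. The expected counts are the estimated counts that RSEM assigns to each gene, per the file headers, and they were not normalized by the authors. The deposited TPM values were scaled by the authors to gene length and to a fixed total per library, per the file headers. The FPKM column was not used. Neither the labels nor the headers name the aligner, the genome build or the annotation release, so no coordinates are given. How RSEM divided reads between near-identical genes cannot be checked from the tables. Between 8.52% and 10.7% of the genes of a library had an expected count that was not whole, which is how shared reads appear. No 2 tables held identical values.

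The expected counts were rounded to whole numbers. Library totals ranged from 4335185 to 12019651 counts, and 3 counts, taken as the smallest visible level, corresponded to 0.238 to 0.724 CPM (counts scaled to a common library total). CPM were computed here from the deposited counts with TMM factors from edgeR 4.0.16 in R 4.3.3, and the factors ranged from 0.912 to 1.07. Genes with a mean of at least 1 CPM over the 12 libraries were kept, which left 14301. Each comparison was the log2 ratio of CPM + 1 between 2 libraries, and a gene was called changed at a ratio of at least 2-fold (1 on the log2 scale). The pseudocount of 1 understates the change of low genes. With 1 library per group no spread between replicates can be estimated, so no difference has a replicate check and no p-value is given across genes. Intervals on single ratios are 95% Clopper-Pearson intervals of the read split between the 2 libraries, computed without the pseudocount, and intervals on shares of a library are 95% Wilson intervals. Amplified reads without molecular identifiers are not independent molecules, so intervals cover counting error only. Where 1 library was at or under 3 counts, the fold was computed with 3 counts in its place. Such a fold is given as "at least" because it is not above the observed fold. It is not a limit on counting error, which could allow a smaller fold.

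Further summaries were computed. Gene lists were written before the data were examined, and 11 of them were used; the median log2 ratio of each was placed among the medians of 10000 random lists of the same size matched on mean expression in 20 bins. That percentile describes the libraries and does not test the conditions. Genes with a log2 range of at least 1 within a series were counted by the order of their libraries, and the count for the order of the labels was ranked exactly among the 3 or 12 possible orders, an order and its mirror counted as 1. Ratios from comparisons that share no library were correlated across genes, which are not independent replicates. The change expected from counting noise alone was simulated with 20 Poisson draws per comparison.

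The genes named were fixed by a rule before the data were examined. They had to reach at least 50 expected counts in the higher library, and were the 5 highest and 5 lowest by log2 ratio. In series of several ratios, the smallest change in a shared direction decided, and for the GFP fractions the middle fraction had to lie in between. Any gene of the lists could also be named. The steps were tested on simulated counts for the real genes and library sizes: 200 of 200 genes changed 4-fold were called in the right direction, 101 unchanged genes among 14313 tested were called, and 96.2% of 471 counting intervals covered no change. A 4-fold change lies well past the 2-fold cut, and the pseudocount understates the change of low genes. The recovery therefore says little about smaller changes or about low genes. The spread between replicates is unknown here, so the simulation cannot show how often it leads to calls.

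The alternatives tried were DESeq2 1.42.0 size factors, total counts, the deposited TPM, pseudocounts of 0.1 and 5, no filter, a filter at 10 CPM, random lists without matching, Spearman correlation, correlation without fibroblast genes, and a 2-sided exact binomial test on reads with Benjamini-Hochberg adjustment at 0.05. Centring the ratios on a germ-cell list was added after seeing the data. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used. Gene names were matched to a RefSeq table of assembly GRCm38.p6, used for names only; 15697 symbols and 18217 genes by transcript had a match. A list of genes of the 2-cell-like state was void because 15 of its 20 members (75%) were matched, under the 80% required, and a list of 6 sex-linked genes served only for single genes. Hmgcs1, Isg15 and Meiosin were not used here.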

Results

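The transcriptomes of cultured mouse male germline stem cells (GSCs), the cells in culture that correspond to the stem cells of the spermatogenic line, were compared in 4 experiments. The feeder-removal series had a library from cells on MEF feeders (day 0) and libraries 4 and 9 days after transfer to Matrigel. The Matrigel density experiment had an epithelial-like culture at 0.1 µg/cm2 and a mesenchymal-like culture at 10 µg/cm2. The sorted series had GFP-low, GFP-mid and GFP-high fractions of Oct4-GFP cells grown at 10 µg/cm2, where GFP reports the promoter of Pou5f1 (Oct4). The inhibitor series had cells on MEF feeders treated with DMSO, the solvent control, or with UNC0638 at 0.5, 1 or 2 µM for 48 hours. UNC0638 inhibits the histone methyltransferase G9a (Ehmt2) and its partner GLP (Ehmt1). Each of the 12 groups had 1 library, so no difference below has a replicate check.

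Depth differed between the experiments. Totals were 7661976, 11873119 and 12000961 expected counts at days 0, 4 and 9, and 4459984 and 4541279 in the epithelial-like and mesenchymal-like libraries. The GFP-low, GFP-mid and GFP-high libraries had 7925471, 12019651 and 8774041. The DMSO library had 5039912, and those with 0.5, 1 and 2 µM UNC0638 had 5230412, 5777912 and 4335185. Between 17078 and 18958 genes had counts. The gene with the largest share, LOC672857, took 6.30% of the counts of the epithelial-like library (95% Wilson interval 6.28 to 6.33) and 1.15% at day 4 (1.14 to 1.15). The 10 most abundant genes took 4.27% to 10.5% of a library.

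Libraries resembled each other within 3 of the 4 experiments. Across genes, Pearson correlations of log2 CPM were 0.984 to 0.987 within the feeder-removal series, 0.968 to 0.982 within the inhibitor series and 0.962 to 0.982 among the sorted fractions. The epithelial-like and mesenchymal-like libraries correlated at 0.916, less than the epithelial-like library did with each of the other 10 (0.922 to 0.968), and the mesenchymal-like library correlated more with DMSO (0.951). The 53 pairs from different experiments ranged from 0.879 to 0.968 with a median of 0.930. Each experiment held its own groups, so experiment and any technical batch cannot be told apart. As a yardstick, the DMSO library was set against the day 0 library, both from feeder cultures without inhibitor. They differed at least 2-fold in 2776 genes, 1743 higher and 1033 lower with DMSO, more genes than in any comparison within an experiment. Counting noise alone gave a mean of 37.4 such genes in simulation.

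**Figure D1:**
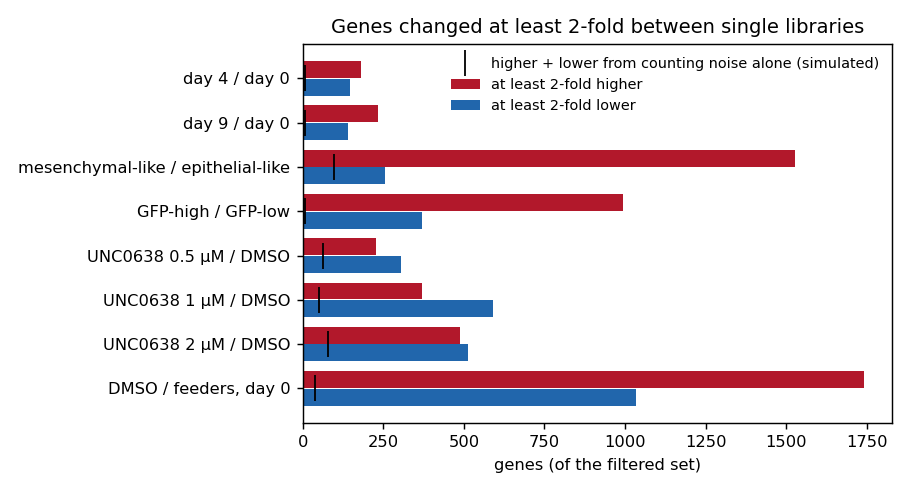
Number of genes (x axis) at least 2-fold higher (red) or lower (blue) in each comparison of 2 single libraries (y axis), with a black tick at the mean number, higher and lower together, from simulated counting noise. The feeder-removal comparisons have the fewest genes, higher and lower together (326 and 372), and the DMSO and day 0 feeder cultures differ in 2776 genes.

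The feeder-removal series asked which transcripts changed once GSCs left the feeder layer. At day 4, 326 of 14301 genes differed at least 2-fold from day 0, 179 higher and 147 lower. At day 9 the count was 372, with 232 higher and 140 lower. Counting noise alone gave means of 5.95 and 5.5 genes. The pseudocount moved these counts most: with 5 in place of 1, the counts were 17 and 30. At both times 102 genes differed in the same direction, 72 higher and 30 lower, and the 2 ratios share the day 0 library. Of 716 genes with a log2 range of at least 1, 279 (38.97%) had day 4 between days 0 and 9. The share would be 33.3% if all orders were equally likely, and unequal depth can shift it. The order of the days ranked 1 of 3 (exact p = 0.333, the smallest p the design allows).

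The genes with the most persistent changes after feeder removal were mostly predicted loci whose reads may be shared with near-identical copies, and their values are uncertain. LOC100038858 rose from 0 counts at day 0 to 29.1 CPM at day 4 and 19.4 CPM at day 9, at least 74.9-fold higher at day 4. LOC100042018, LOC676691 and LOC100043891 rose with log2 ratios of 1.96 to 2.64 at day 4. LOC100042018 had 0 counts at day 0, so its ratio of 2.64 depends on the pseudocount, and it was at least 13.5-fold higher at day 4. Ugt1a6a, which belongs to a cluster with shared exons, rose from 0 counts to 4.74 and 3.99 CPM, at least 12.2-fold and 10.2-fold higher. LOC100039419 fell from 14.1 to 0.677 and 1.79 CPM, and LOC100040519, LOC666586 and LOC100039890 fell with log2 ratios of -1.40 to -1.98 at day 4. Zik1 fell from 18.4 to 6.52 and 7.89 CPM (log2 ratio -1.37 at day 4, counting interval -1.92 to -1.09). Predicted loci named LOC or EG made up 19.02% of the 2-fold genes at day 4 and 15.9% at day 9, against 8.43% of the filtered set.

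No gene list stood outside the central 95% of matched random lists at day 4. At day 9 the list of G9a and related chromatin regulators had a median log2 ratio of 0.23 (percentile 99.99) and the cell-cycle list 0.10 (percentile 98.9, and 82.5 when random lists were not matched on expression). The fibroblast list had medians of 0.02 at day 4 and -0.11 at day 9 (percentiles 46.0 and 5.07), so no fall of fibroblast transcripts after feeder removal was resolved against matched lists. Over all 8 comparisons, 36 of 88 list medians lay outside the central 95% of matched lists. Lists drawn at random would give 4.4. The genes of a list can vary together and comparisons share libraries, so 4.4 is not a chance level for these lists.

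The density experiment asked how the epithelial-like state on sparse Matrigel differs from the mesenchymal-like state on dense Matrigel. In the mesenchymal-like library 1527 genes were at least 2-fold higher and 254 lower, 1781 in all, against a mean of 95.6 from counting noise. The pseudocount and the filter moved this count most, to 1004 with a pseudocount of 5 and to 680 with a filter at 10 CPM. With an exact binomial test on the reads added, which compares those libraries and not the conditions, 1571 remained.

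The largest increases were in Tinagl, at 0.469 and 128 CPM (at least 182-fold higher), Rpl3 at 1.41 and 189 CPM, Prss23 at 5.40 and 464 CPM, Anxa1 at 11.03 and 850 CPM, and Prl2c2 at 3.76 and 330 CPM. Rpl3 has many processed copies and Prl2c2 near-identical relatives, so both are uncertain. The largest decreases were in LOC100043121, from 20.7 CPM to 0 counts, LOC627914, from 11.97 to 1.21 CPM, LOC100041725, from 14.6 to 2.66 CPM, EG545878, from 53.3 to 15.5 CPM, and 4930420K17Rik, from 13.6 to 3.86 CPM; the first 4 are predicted loci.

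The mesenchymal list had a median log2 ratio of 2.75, above all 10000 matched lists, with 17 of 19 genes higher and 13 at least 2-fold higher. Vim rose from 29.6 to 1478 CPM (log2 ratio 5.60, counting interval 5.39 to 5.91). Sparc rose from 48.1 to 1832 CPM (5.22, 5.05 to 5.46), Fn1 from 211 to 2186 CPM (3.37, 3.27 to 3.47) and Cdh2 from 14.3 to 196 CPM (3.68, 3.40 to 4.17). S100a4 and Itga5 had log2 ratios of 5.23 and 3.97. The 7 transcription factors of the list were mixed. Zeb2 rose from 0 counts to 20.5 CPM (at least 29.1-fold) and Twist2 from 2 counts to 24.4 CPM (at least 34.6-fold). Zeb1 had a log2 ratio of 0.81 (0.46 to 1.23) and Snai1 of 0.36 (0.11 to 0.63). Foxc2 had one of 0.05 (-0.14 to 0.23) and Twist1 of -0.52 (-1.67 to 0.35), neither detectable at this depth. Snai2 was under the filter, with 0 and 12 counts. The fibroblast list had a median of 4.83, with 20 of 20 genes higher, and Col1a1 rose from 84.0 to 2377 CPM (4.81, 4.67 to 4.98).

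The epithelial list had a median of -0.45 (percentile 0.04), with 13 of 18 genes lower. Tacstd1 (Epcam) was at 362 and 215 CPM (log2 ratio -0.75, -0.87 to -0.63), Ocln at 27.2 and 19.3 CPM (-0.47, -0.93 to -0.07) and Krt18 at 23.2 and 14.3 CPM (-0.67, -1.20 to -0.23). Cdh1 was at 9.86 and 12.6 CPM, a difference not detectable at this depth (0.32, -0.27 to 0.97). The germ-cell list had a median of -0.37 against -0.13 for matched lists (percentile 0), with 18 of 20 genes lower. Ddx4 was at 545 and 416 CPM (-0.39, -0.48 to -0.30) and Dazl at 1842 and 1434 CPM (-0.36, -0.41 to -0.31). Also outside the central range of matched lists were the cell-cycle list (-0.43, percentile 0), the list of G9a and related regulators (-0.36, percentile 0.01) and the glycolysis list (0.48, percentile 100). Once ratios were centred on the germ-cell list, an alternative chosen after seeing the data, the median of the regulators changed sign to 0.01, and the epithelial and cell-cycle medians shrank to -0.08 and -0.06; their percentiles cannot move under this centring.

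**Figure D2:**
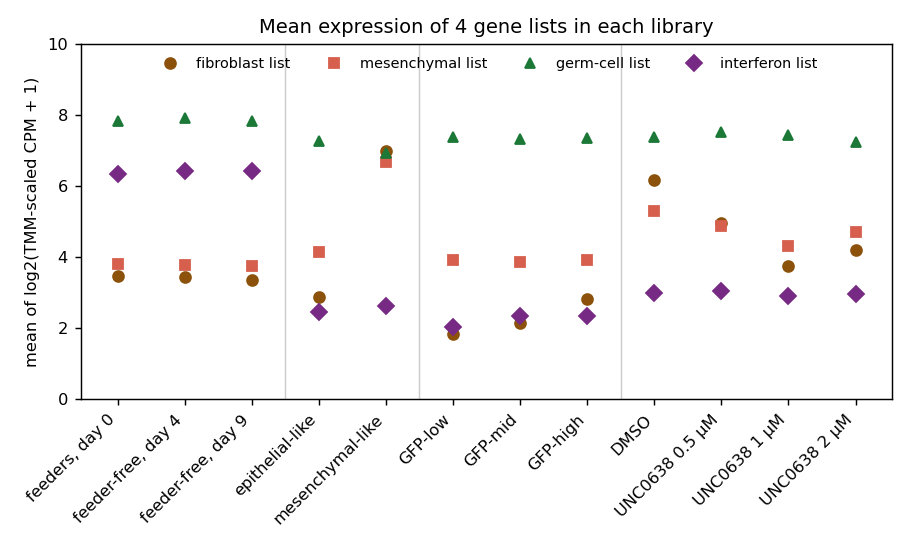
Mean log2(CPM + 1) of the fibroblast, mesenchymal, germ-cell and interferon lists (y axis) in each of the 12 libraries (x axis), with grey lines between the 4 experiments. The fibroblast mean is 6.98 in the mesenchymal-like library and 6.17 with DMSO, and the interferon mean is above 6 in the feeder-removal libraries and at most 3.04 in the others.

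The sorted series asked how GSCs with different activity of the Pou5f1 reporter differ. Pou5f1 itself was at 83.9, 176 and 367 CPM in the GFP-low, GFP-mid and GFP-high fractions, the order of the labels, with a log2 ratio of 2.11 between high and low (counting interval 2.01 to 2.25). The GFP-high library had 993 genes at least 2-fold higher and 371 lower than the GFP-low library, 1364 in all, against a mean of 7.05 from counting noise. With a pseudocount of 5 the count was 521. Of 1587 genes with a log2 range of at least 1, 1160 (73.1%) had the GFP-mid fraction in between. The share would be 33.3% if all orders were equally likely, and unequal depth can shift it. The order of the fractions ranked 1 of 3 (exact p = 0.333, the smallest possible).

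The stem and progenitor list was lower in GFP-high cells, with a median log2 ratio of -0.65 (percentile 0; -0.28 under the deposited TPM and -0.32 with a pseudocount of 5), and the differentiation list higher, with a median of 0.68 (percentile 100). Gfra1 fell from 176 to 58.5 CPM (log2 ratio -1.57, -1.73 to -1.44), Ret from 705 to 316 CPM (-1.16, -1.22 to -1.10), Etv5 from 614 to 222 CPM (-1.46, -1.54 to -1.39) and Plvap from 86.8 to 20.5 CPM (-2.03, -2.32 to -1.85). Bcl6b fell with a log2 ratio of -1.01, and of -0.85 under the deposited TPM, short of 2-fold. The list was not uniform: 16 of its 24 genes were lower, 9 at least 2-fold, and 8 were higher, 5 at least 2-fold. Pou5f1 belongs to the list and was higher, as was Id4, from 6.65 to 24.2 CPM (1.72, 1.43 to 2.32). Kit rose from 62.3 to 130 CPM (1.05, 0.91 to 1.21), Stra8 from 67.2 to 179 CPM (1.40, 1.27 to 1.55), Neurog3 from 4.76 to 14.9 CPM (1.46, 1.11 to 2.20) and Upp1 from 12.2 to 44.1 CPM (1.78, 1.54 to 2.19). The fibroblast list was also higher (median 0.97, percentile 100, 14 of 20 genes) and the glycolysis list lower (-0.45, percentile 0).

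**Figure D3:**
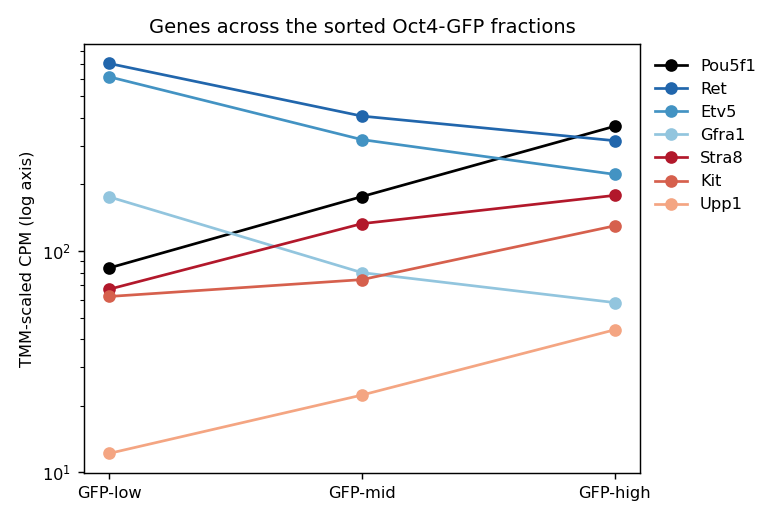
TMM-scaled CPM (log y axis) of 7 genes in the GFP-low, GFP-mid and GFP-high fractions (x axis), 1 library each, joined by lines. Pou5f1, Stra8, Kit and Upp1 rise with GFP, and Ret, Etv5 and Gfra1 fall.

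Among genes with the middle fraction in between, the largest increases from GFP-low to GFP-high were in Ott (5.14 to 89.9 CPM), Cebpb (0 counts to 12.2 CPM, at least 32.5-fold higher), 1700012H05Rik (0.878 to 19.96 CPM), Kctd12 (0.627 to 14.3 CPM) and Cdkn1c (8.15 to 83.2 CPM, log2 ratio 3.20, 2.99 to 3.74). Ott belongs to a multicopy family and is uncertain. The largest decreases were in Mpeg1 (66.7 to 3.93 CPM), Lcn2 (56.0 to 3.18 CPM), Atp8b2 (100 to 7.43 CPM), F13a1 (32.4 to 1.80 CPM) and 5033414K04Rik (27.6 to 2.12 CPM). Mpeg1 was at most 0.241 CPM in the 9 libraries outside the sorted series.

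The inhibitor series asked how GSCs respond to loss of G9a activity. The inhibitor acts on the proteins, so the transcripts of its targets need not change, and they changed less than 2-fold. Ehmt2 was at 240 CPM with DMSO and 256, 259 and 293 CPM with 0.5, 1 and 2 µM (log2 ratio 0.29 at 2 µM, 0.18 to 0.41). Ehmt1 was at 115, 100, 103 and 124 CPM (0.11 at 2 µM, -0.06 to 0.28). At 0.5 µM 531 genes differed at least 2-fold from DMSO, 226 higher and 305 lower. At 1 µM the count was 960, 371 higher and 589 lower, and at 2 µM 1003, 489 higher and 514 lower. Counting noise gave means of 62.1, 51.2 and 77.2. With a pseudocount of 5 the counts were 76, 302 and 228. With the binomial test added they were 344, 822 and 833.

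All 3 doses changed 180 genes in the same direction, 66 higher and 114 lower; the 3 ratios share the DMSO library. Of 2161 genes with a log2 range of at least 1, 366 (16.9%) followed the order of the doses. The share would be 8.33% if all orders were equally likely. The dose order ranked 2 of 12 (exact p = 0.167, where the smallest possible is 0.0833). The order with 1 and 2 µM exchanged had 422 genes.

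Of the genes rising at every dose, Tmc3 rose with dose, from 10.6 CPM to 38.3, 57.4 and 110 CPM (log2 ratio 3.26 at 2 µM, 2.96 to 3.81). Olah rose from 5.79 to 21.6, 19.7 and 26.1 CPM, MGC106740 from 2.20 to 9.82, 8.03 and 9.85 CPM, and Fbxl16 from 2.99 to 9.44, 10.1 and 9.16 CPM. LOC100041500, a predicted locus, had 0 counts with DMSO and was at least 17.04-fold, 14.6-fold and 21.4-fold higher. The largest decreases were in Wisp1 (18.4 to 2.98 CPM at 2 µM), Tnc (186 to 28.2 CPM), Col3a1 (377 to 18.1 CPM), Pdgfrb (29.5 to 7.33 CPM) and Col1a1 (1088 to 149 CPM, log2 ratio -2.86, -2.99 to -2.75); the last 3 belong to the fibroblast list.

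The fibroblast list had medians of -1.11, -2.43 and -2.04 at the 3 doses (percentile 0 each), and the mesenchymal list of -0.45, -0.91 and -0.48 (percentile 0, 0 and 0.01). Vim fell from 134 CPM to 63.2, 42.6 and 82.5 CPM, and Fn1 from 582.3 to 425, 242 and 257 CPM, so both were lowest at 1 µM. The cholesterol synthesis list was higher at each dose, with medians of 0.33, 0.52 and 0.62 (percentile 100 each) and 18 of 19 genes higher each time, none of them 2-fold. Fdps rose from 259 to 392, 436 and 478 CPM (log2 ratio 0.88 at 2 µM, 0.79 to 0.99), Cyp51 from 211 to 266, 308 and 338 CPM (0.68, 0.56 to 0.79), Insig1 from 244 to 362, 427 and 442 CPM (0.86, 0.76 to 0.97), and Mvd from 60.7 to 87.8, 115 and 106 CPM (0.80, 0.59 to 1.02). The stem and progenitor list had medians of 0.00, -0.21 and -0.25 (percentiles 55.7, 0.28 and 1.06, the last of them 2.6 without a filter). With a filter at 10 CPM the list was high at 0.5 µM (median 0.11, percentile 97.69) and at percentile 3.31 at 2 µM. Plvap fell from 59.3 to 21.4, 12.2 and 9.16 CPM (-2.57 at 2 µM, -3.21 to -2.21). The cell-cycle list had medians of -0.07, -0.11 and -0.36 (percentiles 1.6, 0.44 and 0); when random lists were not matched on expression the percentiles were 22.2, 9.8 and 0.14, so the lower doses lay inside the central range, as did 0.5 µM under the deposited TPM (3.79).

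**Figure D4:**
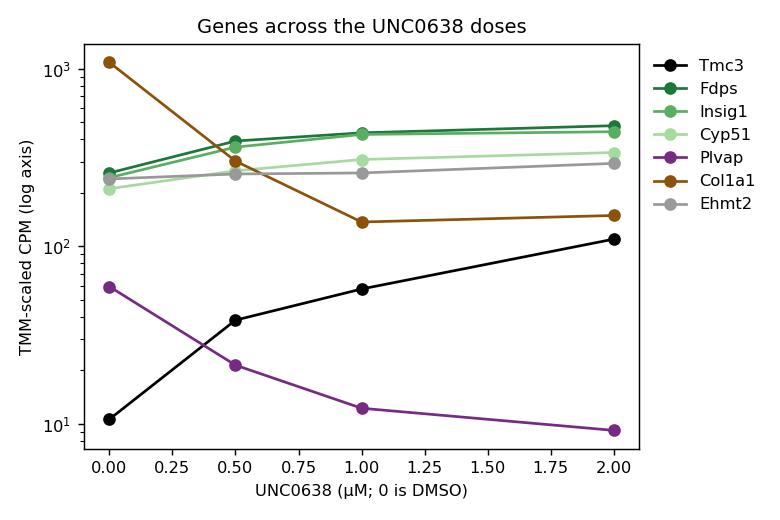
TMM-scaled CPM (log y axis) of 7 genes against the concentration of UNC0638 in µM (x axis, DMSO at 0), 1 library per point, joined by lines. Tmc3, Fdps, Insig1 and Cyp51 rise, Plvap and Col1a1 fall, and Ehmt2 stays between 240 and 293 CPM.

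Ratios of comparisons that share no library were correlated across genes. The GFP-high against GFP-low ratio and the 2 µM against DMSO ratio had a Pearson r of 0.25 (Spearman rho 0.30), and 0.32 without the fibroblast list and the 500 genes that follow it most closely. The density ratio and the 2 µM ratio had an r of -0.23 (rho -0.08), and -0.06 without those fibroblast genes. The other 4 pairs lay between -0.08 and 0.08: the day 9 ratio correlated at -0.08 with the density ratio, at -0.01 with the GFP ratio and at -0.02 with the 2 µM ratio, and the density ratio at 0.08 with the GFP ratio.

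The DMSO library differed from the day 0 library in several lists, although both came from cells on feeders. The interferon list had a median log2 ratio of -3.31 (percentile 0), with 18 of 18 genes lower with DMSO. Ifit1 was at 97.1 CPM at day 0 and 3.59 CPM with DMSO (log2 ratio -4.42, -5.52 to -4.09), Ifit3 at 142 and 0.998 CPM (-6.16) and Usp18 at 347 and 4.99 CPM (-5.86, -6.75 to -5.55). With DMSO the fibroblast list was higher (median 2.85, percentile 100), as were the mesenchymal list (1.03, percentile 99.99) and the stem and progenitor list (1.02, percentile 100), and the germ-cell list was lower (-0.53, percentile 0.02).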

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

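No paired analysis was possible because each RNA group had 1 library, and the ATAC-seq groups, whose labels share the replicate numbers 1 and 2, were not analysed here. The 25 results that answer a comparison were each recomputed under the alternatives that apply, 208 values in all. Of these, 168 stayed within 1.5 times the count or within the counting interval or 0.1 of the correlation, and 40 moved further, in 15 of the results. Unless a value below shows the cause of a move, the cause was not tested.

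DESeq2 size factors and total counts moved none of these results past those limits. The deposited TPM moved 1, the log2 ratio of Pou5f1 between GFP-high and GFP-low cells, from 2.11 to 2.27. The TPM counts of changed genes lay near the others, yet they held different genes in part: of the 326 genes at day 4, 175 were also called under TPM, and 1355 of 1781 in the density comparison and 1070 of 1364 in the GFP comparison.

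A pseudocount of 0.1 raised the counts to 1031 genes at day 4, 1025 at day 9, 2150 for GFP, and 1169, 1656 and 1751 at 0.5, 1 and 2 µM. The genes shared by both days rose to 456, those shared by all doses to 430, and those in time order to 630. A pseudocount of 5 lowered the counts to 17 at day 4, 30 at day 9, 1004 for density, 521 for GFP, 76, 302 and 228 for the doses and 1299 for DMSO against day 0. The shared genes fell to 4 and 50, and the genes in time, GFP and dose order to 22, 454 and 104. With a filter at 10 CPM the counts were 29, 84, 680, 622, 96, 303, 285 and 1507 in that order, the shared genes 11 and 57, and the genes in order 66, 540 and 120. These settings decide how far low genes count, and depth limits those most: 3 counts were 0.724 CPM in the mesenchymal-like library.

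The exact binomial test on reads, which compares those libraries and not the conditions, lowered the 0.5 µM count to 344 and left the others within 1.5 times. It removed none of the 2-fold genes at day 4, at day 9 or for GFP, so it shows no stability there. The order of days ranked 1 of 3 under the main setting and 2 of 3 with a pseudocount of 0.1 (exact p = 0.667) and without a filter. The GFP order ranked 1 of 3 and the dose order 2 of 12 under each of the 7 alternatives run for them.

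The correlation of the density and 2 µM ratios, -0.23, fell in size to -0.0799 as Spearman's rho and to -0.0624 without fibroblast genes. The genes removed were those that follow the fibroblast list across these same libraries, and that list moved in opposite directions in the 2 comparisons, so their removal had to shrink the correlation and does not show its cause. A pair of correlations near 0 changed sign: day 9 with 2 µM, from -0.02 to 0.0133 with a pseudocount of 0.1, and day 9 with GFP, from -0.0064 to 0.053 as Spearman's rho.

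Centring the ratios on the germ-cell list was chosen after seeing the data. It raised the count for DMSO against day 0 to 4210 genes and shifted the median of all genes to 0.54 there, to 0.32 for density, and to -0.12 and 0.12 at 0.5 and 2 µM. The split of higher against lower genes became 153 against 190 at day 4 (main 179 against 147), 297 against 113 at day 9 (232 against 140), 2428 against 75 for density (1527 against 254), 169 against 425 at 0.5 µM (226 against 305), 755 against 369 at 2 µM (489 against 514) and 3920 against 290 for DMSO against day 0 (1743 against 1033). Under TPM the shared genes split 66 against 52 for feeder removal (main 72 against 30) and 97 against 103 for UNC0638 (66 against 114). The larger side also changed in other settings. With a pseudocount of 5 the split was 8 against 9 at day 4, 7 against 23 at day 9 and 2 against 2 for the genes shared by both days. With a pseudocount of 0.1 the genes shared by all doses split 238 against 192. Under TPM the split was 180 against 185 at day 4 and 316 against 309 at 0.5 µM. At 2 µM, where the main split was near even, it was 511 against 503 with total counts, 500 against 485 under TPM, 879 against 872 with a pseudocount of 0.1 and 620 against 616 without a filter. TPM moved the median of all genes to 0.13 at day 9 (main 0.02) and 0.12 for GFP (main -0.02).

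Of the 88 list medians, 12 changed sign under DESeq2 factors, total counts or TPM, none of them in a list outside the central 95% of matched lists. Centring on the germ-cell list changed 20 signs, 1 of them in such a list. DESeq2 factors and total counts move a list and its random lists alike, so their 176 recomputed percentiles, of which 2 went outside that limit, show little about stability. Over the other 528, 499 stayed on their side of the limit, 13 came inside it and 16 went outside, in 19 of the 88 results. Among 80 single genes, 501 of 534 recomputed ratios stayed within the counting interval with their sign, and 33 did not. Foxc2 in the density comparison, with a ratio of 0.05, was the only one of them to change sign, with total counts and under TPM.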

Other observations

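The tests of gene length, of dose order within the cholesterol list, of the correlation given length or expression, and of the myeloid list were written before their results were seen; the other tests were chosen only after the result was seen. Each pattern rests on single libraries, so each explanation is a hypothesis.

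Much of the mesenchymal signature at high Matrigel density was also a fibroblast signature, and RNA from fibroblast-like cells in that culture is a candidate explanation. If such RNA diluted that of the germ cells, germ-cell genes should fall together, and they did: the germ-cell list had a median log2 ratio of -0.37, below all 10000 matched lists. Xist, expressed in female cells, had 49 counts in the mesenchymal-like library and 0 in the epithelial-like one, in line with RNA from cells other than the male germ cells. Xist was not specific to fibroblast-rich libraries, however: it was at 4.64 CPM at day 9, 4.59 CPM with DMSO and 6.64 CPM with 2 µM UNC0638, although the fibroblast list fell with UNC0638. In the GFP-low, GFP-mid and GFP-high fractions it was at 0.125, 1.11 and 3.40 CPM. Library size went against a technical cause, with a ratio of totals of 1.02, and so did gene length, since the mesenchymal list was at percentile 100 among lists matched on length. A biological explanation is that dense Matrigel raises mesenchymal genes in the germ cells themselves. The fractions sorted for Oct4-GFP from the same density gave no such rise: against the epithelial-like library, their mesenchymal medians were -0.12, -0.28 and -0.28 and their fibroblast medians -0.66, -0.55 and -0.05 (low, mid, high). They came from another experiment, so this does not settle it, and the pattern cannot be told apart from RNA of fibroblast-like cells.

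Rpl3 followed the fibroblast-rich libraries. It was at 189 CPM in the mesenchymal-like library, 69.7 CPM with DMSO and 31.0, 23.6 and 28.4 CPM with 0.5, 1 and 2 µM UNC0638, against 4.02 to 8.38 CPM in the feeder-removal series, 1.13 to 2.34 CPM in the sorted fractions and 1.41 CPM in the epithelial-like library. It is a ribosomal protein gene with many copies, and no explanation was tested.

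The fall of fibroblast genes with UNC0638 could reflect fewer feeder cells in the harvested RNA or a response of those cells. If feeder RNA became rarer, the germ-cell list should rise at every dose. Its medians were 0.11, 0.02 and -0.14. At 0.5 µM it was at percentile 99.47, with 15 of 20 genes higher, which goes with a smaller share of feeder RNA, though the percentile was 94.9 when lists were not matched. At 1 µM, where the fibroblast list was lowest, the germ-cell list was at percentile 65.8, with 11 of 20 genes higher. The value of -0.14 at 2 µM (percentile 18.4, with 14 of 20 genes lower) was not a rise. The predicted rise at every dose was thus not seen. A small share of feeder RNA would be too small to see in this way, and that share was not measured. The fibroblast list was at percentile 0 among lists matched on length, and the ratio of totals at 2 µM was 0.86, so neither length nor library size accounted for the fall. A smaller share of fibroblast RNA remains, and an effect of UNC0638 cannot be told apart from it.

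Interferon genes were high in all 3 feeder-removal libraries and low in the other 9. For 18 of 18 list genes, each library of that series was above every other library; among all genes, 2060 (14.4%) showed this and 1894 (13.2%) the opposite, so the series stood apart in many genes. More fibroblast RNA is not a candidate source, since the fibroblast list was higher in the DMSO library, by a median of 2.85. Contact with feeder cells is unlikely too, because the interferon list had a median of 0.0172 at day 9 against day 0 and was low in the DMSO library, which also came from feeder culture. Length did not account for it (percentile 0 among lists matched on length). A difference between experiments, such as another batch of cells or culture, remains; the labels name none.

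The cholesterol synthesis list rose with each dose of UNC0638 and may be a response to the compound. Loss of feeder RNA would predict a low list where fibroblast RNA is high, and the list stood at percentile 77.1 in the density comparison, which goes against it. In GFP-high against GFP-low cells, where the fibroblast list was also higher, the cholesterol list was lower, with a median of -0.29 (percentile 3.05, and 0.61 with total counts), which goes with it. With DMSO against day 0, where the fibroblast list was higher by a median of 2.85, the cholesterol list had a median of 0.14 (percentile 89.7), and over the doses the fibroblast list was lowest at 1 µM (-2.43) while the cholesterol list was highest at 2 µM (0.62); both go against it. A smaller share of feeder RNA should also raise germ-cell genes at least as much as cholesterol genes. At 0.5, 1 and 2 µM the germ-cell medians were 0.11, 0.02 and -0.14, against cholesterol medians of 0.33, 0.52 and 0.62. This argues against a smaller share of feeder RNA as the sole cause. The comparisons were otherwise mixed, as the GFP fractions went with it, so a contribution of feeder RNA is not excluded. The cholesterol list was at percentile 100 among lists matched on length. Its lowest percentile at 2 µM over the scalings was also 100. A scaling factor moves the list and its random lists alike, so it cannot lift the list above them. At 2 µM the cholesterol median was 0.62, against -0.06 for lists matched on expression, which argues against scaling as the cause. Of 19 list genes, 9 rose strictly over the 4 libraries, against 6.50% of all genes and 4.17% if all orders were equally likely. With 1 library per dose, all compared with 1 DMSO library, the pattern cannot be told apart from variation between libraries.

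The ratio of GFP-high to GFP-low cells resembled that of 2 µM UNC0638 to DMSO across genes (r = 0.25). The partial correlation was 0.265 given gene length and 0.246 given mean expression, so neither accounted for it. GC content was not tested, since no sequence was used. Plvap fell in both comparisons, by log2 ratios of -2.03 and -2.57. A partly shared response is a hypothesis only. The share of counts taken by LOC672857 also rose in both series. It was 1.19%, 2.97% and 3.49% in GFP-low, GFP-mid and GFP-high cells, and 3.69% with DMSO against 4.59% at 2 µM. A shared difference in library composition was not tested, so it cannot be told apart from a shared response. The fibroblast list moved in opposite directions in these comparisons (0.97 and -2.04), and the correlation without fibroblast genes was 0.32. The removed genes were those that follow the list across these same libraries. Their removal therefore tends to raise the correlation, and the rise adds no evidence for a shared response.

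Mpeg1, Lcn2 and F13a1, among the largest decreases in GFP-high cells, are known from myeloid cells, and RNA from such cells is a candidate source. A list of 20 myeloid genes was written before its test, and 17 passed the filter. It was at percentile 0 in GFP-high against GFP-low cells, with a median of -2.79 and 17 of 17 genes lower. The mean of the list, as log2(CPM + 1), was 4.78 in GFP-low, 4.83 in GFP-mid and 2.45 in GFP-high cells, and 0.90 to 1.43 in the other 9 libraries. C1qb, an example chosen after its values were seen, was at 81.6, 95.6 and 9.13 CPM in the fractions and at most 2.41 CPM elsewhere. The data suggest that some of the genes lower in GFP-high cells came from myeloid cells in the sorted samples. GFP-low and GFP-mid were alike in this list, and Gfra1, Etv5 and Stra8 nevertheless shifted between them, by log2 ratios of -1.13, -0.94 and 0.97, which this explanation does not cover. Kit and Neurog3 shifted by 0.25 and 0.23 there, so most of their rise lay between GFP-mid and GFP-high. Lcn2 did not follow the list: it was at 56.0 CPM in GFP-low and 24.3 CPM in GFP-mid cells, where the list was alike. It was also at 131 CPM with DMSO and 34.0 CPM at day 9, where the myeloid list was low, so it has another source there. The fall of Lcn2 in GFP-high cells is thus poor evidence of myeloid RNA.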
